A study of Mus musculus with 22 samples. Its data were reported in "Ehmt2 inactivation in pancreatic epithelial cells shapes the transcriptional landscape and inflammation response of the whole pancreas" (2024).

How the data were processed

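RNA of whole pancreas from 22 mice in 8 groups was sequenced by the authors from poly(A)-selected libraries, and groups were taken from the labels. Acute pancreatitis followed 8 hourly injections of caerulein at 50 µg per kg after a 12 h fast, and tissue was taken 18 h after the first dose. The authors mapped reads to GRCm38.p6, counted them per gene and compared groups with edgeR 3.28.1. The deposited workbooks hold 6 comparisons, each listing the genes above a low-expression filter of its own. The deposited values are raw read counts per gene, RPKM values (scaled by transcript length and an effective library size), log2 fold changes with mean log2 CPM, and the p-value and FDR of the authors' edgeR test. The counts alone were used in the comparisons here. The 6 comparisons list 16235 genes, of which 11791 have counts in all libraries. Genome positions came from GENCODE vM21 on GRCm38, in which 16222 genes were found and 13 were not.

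Library totals ranged from 14229980 to 40321967 counts. They are sums over listed genes, so reads on genes left out of a comparison are not in them. Counting intervals are 95% exact intervals and floors are 3 counts over the group. Both cover counting error only, since reads without molecular identifiers may be copies of a molecule.

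Counts were analysed in R 4.3.3 with edgeR 4.0.16 by quasi-likelihood F-tests after TMM normalization. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15. A gene passed with a Benjamini-Hochberg adjusted p (FDR) under 0.1 and a log2 difference of at least 1 in size. The untreated Pdx1-Cre groups of both ages formed a model, as did the YA and treated Pdx1-Cre groups, and the treated groups of both drivers. CPM are TMM-normalized within each model, so the CPM of a group differ slightly between models. A gene not listed for all groups of a model was tested in a model of its compared groups alone. Age, caerulein and driver interactions were contrasts of the same models, and the comparison over both drivers had driver as a covariate. With 2 to 4 animals in a group, all p-values come from these models, which share the spread among genes.

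The 37 gene lists, the thresholds, the comparisons and the rule for named genes were fixed before the data were examined. Some members of the lists, such as those of matrix remodelling, macrophage and acinar identity genes, are also genes the study names as changed. Results of such lists after caerulein are therefore not independent of the study. The lists cover acinar digestive enzymes and identity regulators, duct and metaplasia, islet endocrine, macrophage and monocyte, neutrophil, T and NK cell, B and plasma cell, dendritic cell and MHC class II, mast cell, fibroblast and stellate cell, extracellular matrix remodelling, endothelial, adipocyte, intestine, skeletal muscle, mesothelial, tuft cell, erythroid and globin, cytokines and chemokines, NF-kB and innate receptors, immediate early and AP-1, interferon response, p53 targets, unfolded protein response, integrated stress response, cell cycle, Reg family, acute phase, hepatic secreted proteins, cholesterol biosynthesis, germline, imprinted, H3K9 methylation machinery and sex-linked genes, and the tumor inflammation and acute pancreatitis signatures used by the study. Lists with at least 4 tested members were tested with camera (limma 3.58.1) on voom values at a preset correlation of 0.01, with a Benjamini-Hochberg adjusted p under 0.05 over lists. The estimated correlation was run beside it, and with it no list passed in any comparison. Counts of members adjusted over the list alone are given beside those over all genes.

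Named genes were Ehmt2, up to 5 largest rises and 5 largest falls among genes that passed with a mean of at least 5 CPM, non-overlapping groups and a symbol that is not a clone name, up to 4 members of each described list with the lowest adjusted p, and genes the study names in its text. Genes outside the rule are marked as chosen after their values were seen. A fold against 0 counts is a lower bound, and against 1 to 3 counts a ratio of counts with its interval.

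The alternatives were RLE factors, no expression filter, DESeq2 1.42.0, a model of the compared groups alone, an FDR under 0.05, normalization without digestive enzyme and mitochondrial genes, sex as a covariate, the estimated correlation for lists, and each library left out in turn. Scaling by library totals without factors and the balance of long against short genes as a covariate were added after the data were seen. In data simulated at these group sizes, 4.63% to 11.7% of calls were false. The simulated genes varied independently, with 200 of them changed and no structure among samples. The share in the real libraries may therefore differ. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9. The authors' RPKM, log2 and p-value columns were not used in the comparisons, and 13 genes without a position were left out of the tests by position.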

Results

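Messenger RNA of whole pancreas was sequenced from 22 mice in 8 groups. Pdx1-Cre animals carrying intact Ehmt2 (Ehmt2+/+) or floxed Ehmt2 (Ehmt2fl/fl) were taken at postnatal (PN) day 10, with 3 mice of each genotype, and as young adults (YA), with 2 Ehmt2+/+ and 3 Ehmt2fl/fl mice. Acute pancreatitis was induced in other young animals with caerulein, a cholecystokinin analog that overstimulates acinar cells. These were 4 Ehmt2+/+ and 2 Ehmt2fl/fl mice with Pdx1-Cre, and 2 Ehmt2+/+ and 3 Ehmt2fl/fl mice with P48-Cre, which drives recombination from the Ptf1a locus. The PN libraries held 29674943, 30985177 and 25564080 counts in Ehmt2+/+ and 14229980, 18710261 and 23878141 in Ehmt2fl/fl. The YA libraries held 23993963 and 23603472 in Ehmt2+/+ and 25992874, 23698406 and 24880919 in Ehmt2fl/fl. After caerulein, the Pdx1-Cre libraries held 32328538, 40321967, 38372522 and 32082464 in Ehmt2+/+ and 31156903 and 34578947 in Ehmt2fl/fl. The P48-Cre libraries held 30383664 and 28911664 in Ehmt2+/+ and 30471154, 24980452 and 26304551 in Ehmt2fl/fl.

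Digestive enzyme transcripts took 76.9% ± 2.56 (SD, n = 2) of the counts of the genes shared by all libraries in untreated Ehmt2+/+ YA pancreas and 76.9% ± 2.32 (n = 3) in Ehmt2fl/fl. After caerulein the share was 56.2% ± 5.22 (n = 4) in Pdx1-Cre Ehmt2+/+ and 37.6% ± 1.45 (n = 2) in Ehmt2fl/fl, and 56.7% ± 2.36 (n = 2) in P48-Cre Ehmt2+/+ and 44.6% ± 4.95 (n = 3) in Ehmt2fl/fl. At PN day 10 it was 53.8% ± 3.11 in Ehmt2+/+ and 51.1% ± 2.89 in Ehmt2fl/fl (n = 3 each). By Xist and the Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y, all 4 caerulein-treated Pdx1-Cre Ehmt2+/+ mice were female and both Ehmt2fl/fl mice were male, while the YA and P48-Cre groups each held both sexes. The sex of the PN animals was not read.

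**Figure D1:**
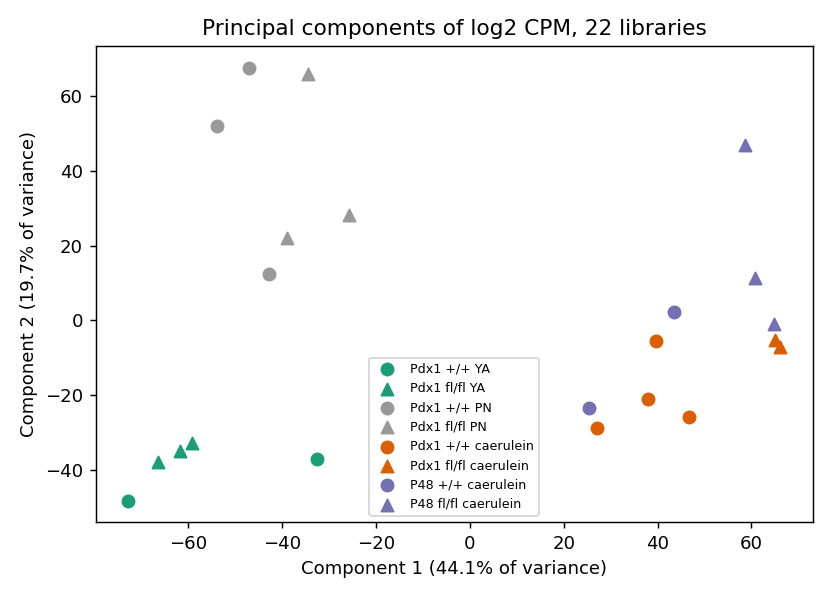
Principal components 1 and 2 of log2 CPM over the genes of all libraries, 1 point per mouse, circles for Ehmt2+/+ and triangles for Ehmt2fl/fl, with colors for PN, YA, Pdx1-Cre caerulein and P48-Cre caerulein mice. The axes hold 44.1% and 19.7% of the variance among the 22 libraries.

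Ehmt2 (ENSMUSG00000013787.15, chromosome 17, 34898469 to 34914052, GRCm38) encodes a histone H3 lysine 9 methyltransferase, and its transcript level was read first in every animal. It ranged over 26.7 to 38.2 CPM in Ehmt2+/+ and 23.3 to 34.1 CPM in Ehmt2fl/fl mice at PN day 10. In YA mice it went from 45.9 ± 12.2 to 50.7 ± 2.11 CPM (SD, n = 2 and 3). After caerulein it ranged over 58.0 to 71.6 CPM in Ehmt2+/+ and 56.2 to 56.9 CPM in Ehmt2fl/fl mice with Pdx1-Cre, and over 50.1 to 68.6 CPM and 33.9 to 56.0 CPM with P48-Cre. The genotype difference did not pass in any comparison. Its log2 value was -0.07 ± 0.22 (SE) at PN day 10 (edgeR adjusted p = 0.916), 0.14 ± 0.25 in YA (adjusted p = 0.963) and -0.27 ± 0.15 after caerulein over both drivers (adjusted p = 0.290). Counts per gene cannot show the removal of single floxed exons, and whole pancreas includes cells in which Cre is not active. The 16 tested genes of the H3K9 methylation machinery had a median log2 difference of -0.02 after caerulein over both drivers (0.81 when counts were scaled by library totals alone), where 0 of 16 passed by edgeR (0 when adjusted over the list alone, 4 at an unadjusted p under 0.05, 0 by DESeq2).

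At PN day 10, Ehmt2fl/fl and Ehmt2+/+ pancreas with Pdx1-Cre were compared to see what Ehmt2 loss changes in the maturing organ (n = 3 each). Among the genes that rose, Itln1, a lectin of intestinal secretory cells, went from 0.160 ± 0.0301 to 10.7 ± 4.78 CPM (SD), Cldn18, a tight junction protein of stomach and lung, from 1.09 ± 0.504 to 20.5 ± 4.28 CPM, and Cldn2, a claudin of leaky epithelia, from 4.16 ± 1.18 to 24.3 ± 2.45 CPM. The metallothionein gene Mt2 rose 9.40-fold and Chgb, which encodes a granule protein of endocrine cells, 5.23-fold. Genes that fell were Tdh (log2 -2.10 ± 0.46, SE), Sostdc1, a secreted antagonist of BMP and Wnt signals (-2.05 ± 0.32), Gfra1 (-1.82 ± 0.36), Chst2 (-1.22 ± 0.21) and the elastase gene Cela3a (-1.08 ± 0.23). Of the acute phase list, 2 of 6 rose (5 when adjusted over the list alone), among them Cp, which encodes a ferroxidase of plasma (log2 1.38 ± 0.17), and Lcn2, which encodes an iron-siderophore binding protein (1.71 ± 0.31), while Itih4 (1.59 ± 0.47) and Cfb (1.57 ± 0.50) did not pass (camera adjusted p = 1.9e-05, and adjusted p = 0.260 with an estimated correlation). Of the genes for proteins secreted by liver, 3 of 11 rose (3 when adjusted over the list alone), namely Proc (1.76 ± 0.31), Ambp (1.86 ± 0.39) and Afp (5.92 ± 0.84, at 0.0254 ± 0.0274 to 1.88 ± 1.18 CPM) (camera adjusted p = 0.00127, and adjusted p = 0.368 with an estimated correlation).

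Il1rn, which encodes the interleukin-1 receptor antagonist, rose from 0.350 ± 0.102 to 4.87 ± 1.04 CPM and was the 1 of 11 cytokine and chemokine genes that passed (1 when adjusted over the list alone). Epb42, a gene of the red cell membrane skeleton, rose 17.7-fold, whereas the globin genes did not pass, with log2 values of -0.10 ± 0.45 for Hba-a1, -0.07 ± 0.45 for Hba-a2, -0.43 ± 0.55 for Hbb-bs and -0.15 ± 0.54 for Hbb-bt. Of the acinar digestive enzymes, 1 rose and 1 fell of 33 (1 and 3 when adjusted over the list alone). The zymogen granule gene Gp2 rose (log2 1.44 ± 0.30) and Cela3a fell, while Ctrc (-1.32 ± 0.42) and Cela2a (-1.21 ± 0.42) did not pass. Among islet genes only Chgb passed (1 higher and 5 lower of 18 when adjusted over the list alone), with log2 values of -1.38 ± 0.30 for somatostatin, -1.58 ± 0.38 for Pyy and -1.25 ± 0.37 for glucagon (camera adjusted p = 0.00216, and adjusted p = 0.368 with an estimated correlation). Lists of stromal, endothelial and immune cells leaned upward together, and that of islet cells downward. By camera at the preset correlation 18 lists passed, but 8 without Ehmt2+/+ replicate 1. A grouping of the libraries that mixed the genotypes gave 18 as well. Of extracellular matrix remodelling genes 0 of 25 passed by edgeR (1 when adjusted over the list alone, 10 at an unadjusted p under 0.05, 1 by DESeq2), with a median log2 value of 0.63 (camera adjusted p = 8.4e-08, and adjusted p = 0.368 with an estimated correlation), among them Lox (0.78 ± 0.20) and Bgn (1.06 ± 0.29). Of fibroblast and stellate cell genes 0 of 15 passed by edgeR (1 when adjusted over the list alone, 5 at an unadjusted p under 0.05, 1 by DESeq2), with a median of 0.57 (camera adjusted p = 5.0e-06, and adjusted p = 0.368 with an estimated correlation), among them Acta2 (0.96 ± 0.23) and Pdgfra (0.81 ± 0.21). Without a gene that passed, the median was 0.46 (camera adjusted p = 0.00216, and adjusted p = 0.368 with an estimated correlation) for endothelial genes, 0.32 (camera adjusted p = 0.00216, and adjusted p = 0.368 with an estimated correlation) for macrophage and monocyte genes, 0.45 (camera adjusted p = 4.6e-04, and adjusted p = 0.368 with an estimated correlation) for NF-kB and innate receptor genes and 0.90 (camera adjusted p = 0.0204, and adjusted p = 0.488 with an estimated correlation) for dendritic cell genes, and 1.31 for B and plasma cell genes, which camera did not test. The p53 targets Cdkn1a (0.36 ± 0.30), Chek2 (0.67 ± 0.26) and Ccng1 (0.07 ± 0.35) did not pass.

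In all, 90 of 13394 genes passed at PN day 10 by edgeR quasi-likelihood, 76 higher and 14 lower in Ehmt2fl/fl, with adjusted p = 0.00728 for Cldn18, 0.00455 for Itln1, 0.0172 for Sostdc1, 0.0787 for Gp2 and 0.0997 for Tdh. The count was 44 without Ehmt2+/+ replicate 2, 32 without Ehmt2+/+ replicate 3, 35 without Ehmt2fl/fl replicate 1 and 584 without Ehmt2fl/fl replicate 2. Itln1, Cldn18, Chgb, Cldn2, Sostdc1, Cp, Il1rn and Epb42 passed whichever of the 6 libraries was left out. Tdh, Cela3a, Gp2 and Ambp failed without Ehmt2+/+ replicate 1, 2 or 3 or Ehmt2fl/fl replicate 1 or 3, Afp and Gfra1 without each of these but Ehmt2fl/fl replicate 3, Lcn2 without each but Ehmt2+/+ replicate 1, Mt2 and Proc without Ehmt2+/+ replicate 2 or 3 or Ehmt2fl/fl replicate 1, and Chst2 without Ehmt2+/+ replicate 3 or Ehmt2fl/fl replicate 1. The balance of long against short transcripts was 0.41, -0.63 and -0.29 (log2) in the Ehmt2+/+ libraries and 0.45, -0.32 and 0.49 in the Ehmt2fl/fl libraries, and with this balance as a covariate, chosen after the data were seen, 261 genes passed.

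In YA mice, the same genotypes were compared in the mature, untreated gland (3 Ehmt2fl/fl and 2 Ehmt2+/+). The most abundant genes to rise were trypsinogens, precursors of trypsin that acinar cells secrete. Prss1 went from 476 ± 0.648 to 10110 ± 2850 CPM (SD) and Prss3 from 1276 ± 592 to 23400 ± 3910 CPM. Gm5771 (705 ± 362 to 18130 ± 3580 CPM) and Gm10334 (80.1 ± 36.1 to 7715 ± 2340 CPM), which lie beside them on chromosome 6 and were chosen after their values were seen, rose as well. These 4 genes share 54.9% to 66.1% of their transcript 50-mers with other copies of the cluster, so which copy each read came from is uncertain. Of the acinar digestive enzymes, 2 of 34 rose (2 when adjusted over the list alone), namely Prss1 and Prss3. Obp2b, of the lipocalin family, rose from 0.502 ± 0.314 to 14.9 ± 3.61 CPM and Moxd1, a monooxygenase gene, from 0.621 ± 0.708 to 9.24 ± 2.94 CPM, and Fat3, a protocadherin gene, fell (19.1 ± 13.3 to 3.79 ± 1.47 CPM).

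The p53 targets formed the second group. Of them 3 of 22 rose (10 when adjusted over the list alone), namely Phlda3 (log2 2.25 ± 0.36, SE), the checkpoint kinase gene Chek2 (2.20 ± 0.38) and the cell cycle inhibitor Cdkn1a, from 11.2 ± 7.89 to 50.9 ± 9.94 CPM, while Psrc1 (1.97 ± 0.39) and Ccng1 (1.22 ± 0.41) did not pass (camera adjusted p = 1.2e-10, and adjusted p = 0.130 with an estimated correlation). Genes for liver-type secreted proteins rose as at PN day 10. Of these 3 of 9 rose (6 when adjusted over the list alone), namely Ambp (3.25 ± 0.51), Proc (3.20 ± 0.43) and Gc (2.18 ± 0.35), while Vtn had a value of 1.57 ± 0.34 (camera adjusted p = 5.0e-10, and adjusted p = 0.130 with an estimated correlation). Of the acute phase list 2 of 7 rose (2 when adjusted over the list alone), namely Lcn2 (3.08 ± 0.50) and Cp (1.09 ± 0.20) (camera adjusted p = 6.7e-04, and adjusted p = 0.145 with an estimated correlation), and Il1rn rose 9.01-fold. Of the erythroid list 1 of 8 rose (6 when adjusted over the list alone), the anion exchanger Slc4a1 (3.80 ± 0.68). Its median was 2.35 (camera adjusted p = 1.1e-09, and adjusted p = 0.130 with an estimated correlation), with 2.49 ± 0.56 for Hba-a1, 2.42 ± 0.57 for Hba-a2, 2.11 ± 0.67 for Hbb-bs, 2.38 ± 0.68 for Hbb-bt and 2.33 ± 0.56 for Alas2, none of which passed.

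Other lists leaned without single genes passing. Of the duct and metaplasia list 0 of 17 passed by edgeR (4 when adjusted over the list alone, 8 at an unadjusted p under 0.05, 3 by DESeq2), with a median log2 value of 0.61 (camera adjusted p = 8.1e-11, and adjusted p = 0.0766 with an estimated correlation), among them Cftr (1.84 ± 0.44), Car2 (1.35 ± 0.37) and Cldn4 (1.10 ± 0.30). Of the integrated stress response genes 0 of 14 passed by edgeR (4 when adjusted over the list alone, 6 at an unadjusted p under 0.05, 3 by DESeq2), with a median of 0.34 (camera adjusted p = 9.8e-06, and adjusted p = 0.145 with an estimated correlation), among them Trib3 (2.41 ± 0.49), Ddit3 (1.26 ± 0.35) and Sesn2 (1.78 ± 0.53). Antigen presentation genes were lower, by 1 of the 2 Ehmt2+/+ mice. Of the dendritic cell and MHC class II list 0 of 8 passed by edgeR (6 when adjusted over the list alone, 6 at an unadjusted p under 0.05, 0 by DESeq2), with a median of -1.74 (camera adjusted p = 3.4e-04, and adjusted p = 0.393 with an estimated correlation), among them H2-Aa (-1.75 ± 0.69), H2-Eb1 (-1.71 ± 0.66) and Ciita (-2.89 ± 1.01). H2-Aa was 76.5 CPM in Ehmt2+/+ replicate 2 but 11.1 CPM in replicate 1, within the 6.33 to 16.8 CPM of Ehmt2fl/fl, and H2-Eb1 was 57.4 and 8.45 CPM, against 5.19 to 13.5 CPM, so no effect of Ehmt2 is read from this list. The immunoglobulin genes Igkc (-2.14 ± 0.41) and Ighm (-1.88 ± 0.37) did not pass. By edgeR, 45 of 13104 genes passed, 41 higher and 4 lower in Ehmt2fl/fl, with adjusted p = 0.00124 for Prss1, 0.0484 for Cdkn1a and 0.0465 for Chek2. More passed by DESeq2, with sex or the long-to-short balance as a covariate, and in a model of the compared groups alone, as given below. The count was 277 without Ehmt2+/+ replicate 1, 9 without Ehmt2+/+ replicate 2, 21 without Ehmt2fl/fl replicate 2 and 15 without Ehmt2fl/fl replicate 3. Obp2b, Prss1, Prss3, Moxd1, Gm10334 and Gm5771 passed whichever library was left out. Cp failed without any 1 of the 5 libraries, Chek2 and Il1rn without any but Ehmt2fl/fl replicate 1, Cdkn1a without Ehmt2fl/fl replicate 2 or 3, Fat3 without any but Ehmt2+/+ replicate 1, Lcn2, Gc and Phlda3 without Ehmt2+/+ replicate 2 or Ehmt2fl/fl replicate 2 or 3, Slc4a1 without Ehmt2+/+ replicate 2 or Ehmt2fl/fl replicate 1 or 2, and Ambp and Proc without Ehmt2+/+ replicate 2.

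**Figure D2:**
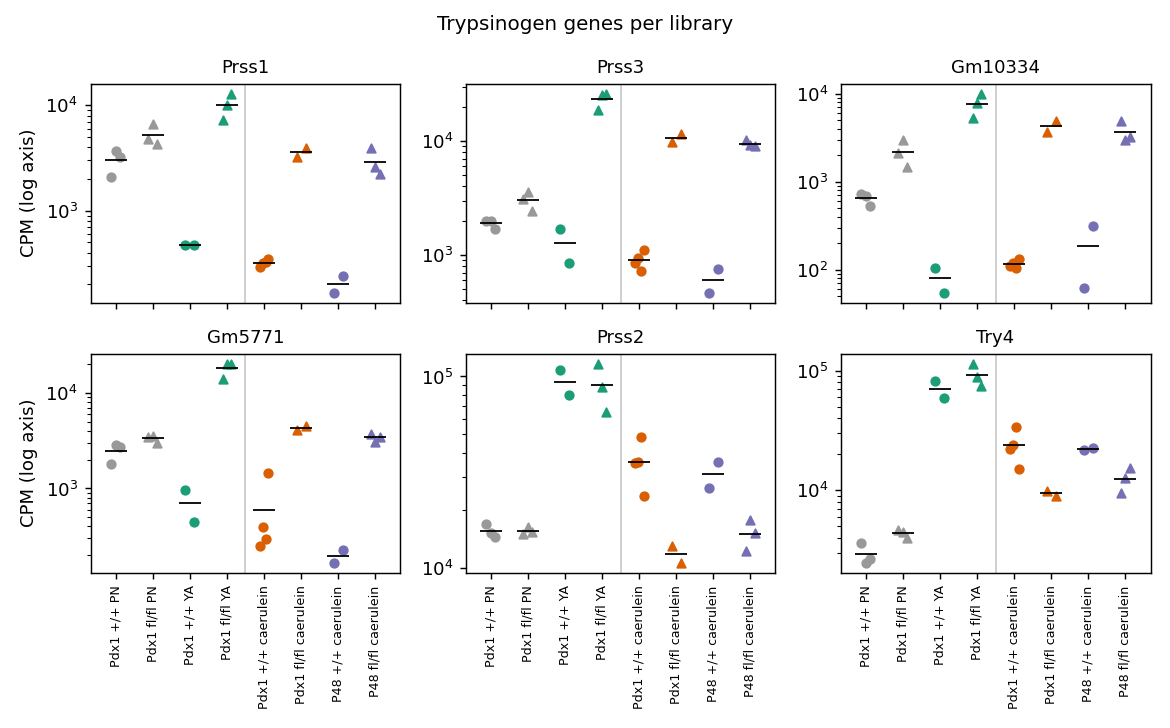
CPM on a log axis of 6 trypsinogen genes in each library, by genotype, age, treatment and Cre driver, with a bar at each group's mean; the gray line parts the untreated from the treated libraries, which were normalized separately. The Prss3 means are 1276 CPM in Ehmt2+/+ and 23400 CPM in Ehmt2fl/fl YA mice, while Prss2 has overlapping genotypes in both untreated ages.

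Both ages were then set side by side. In all, 15 genes rose in Ehmt2fl/fl mice at both ages, among them Cldn2, Cp, Lcn2, Proc, Ambp, Il1rn, Moxd1, Obp2b and Gm10334. These were 15 of 38 and 39 genes higher at either age among 11907 genes, where independent lists would share 0.124 (one-sided Fisher exact p = 3.6e-29 across genes, which are not independent replicates). None of the 8 and 2 genes lower at either age was shared. Over all genes the log2 differences at both ages were unrelated in size (Pearson r = 0.02 and Spearman rho = 0.02 across genes). The overlap was 27 without PN Ehmt2fl/fl replicate 2, 3 without YA Ehmt2+/+ replicate 2, 6 without YA Ehmt2fl/fl replicate 2, and 7 without YA Ehmt2fl/fl replicate 3, PN Ehmt2+/+ replicate 3 or PN Ehmt2fl/fl replicate 1. Tested directly, the genotype difference depended on age for 4 genes, all trypsinogens of chromosome 6 and named after their values were seen. The log2 difference was larger in YA by 4.83 ± 0.58 for Gm10334 (edgeR adjusted p = 0.0307), 4.23 ± 0.53 for Gm5771 (0.0307), 3.59 ± 0.50 for Prss1 (0.0406) and 3.52 ± 0.48 for Prss3 (0.0406). At PN day 10 Prss1 stood at 3005 ± 817 to 5287 ± 1250 CPM from Ehmt2+/+ to Ehmt2fl/fl, Prss3 at 1893 ± 161 to 3034 ± 563 CPM and Gm5771 at 2441 ± 563 to 3335 ± 304 CPM, and of these 4 genes Gm10334 alone passed at that age (log2 1.76 ± 0.37), failing without any Ehmt2+/+ library or Ehmt2fl/fl replicate 1. This count was 148 without YA Ehmt2+/+ replicate 1 and 0 without YA Ehmt2+/+ replicate 2, YA Ehmt2fl/fl replicate 2 or 3, PN Ehmt2+/+ replicate 2 or 3, or PN Ehmt2fl/fl replicate 1 or 3, where edgeR's adjusted p rose above the threshold.

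The response to caerulein was first measured in Ehmt2+/+ mice (4 treated and 2 untreated, Pdx1-Cre). The untreated mice were the YA mice above, with no fast or injection recorded and animal numbers apart from those of the treated mice. Fasting, injection and cohort are thus not separated from caerulein, in either genotype or in the caerulein interaction. Digestive enzyme transcripts fell and inflammatory, ductal and matrix genes rose. Of the acinar digestive enzymes, 25 of 34 fell (27 when adjusted over the list alone) (median log2 -1.89, camera adjusted p = 9.8e-14, and adjusted p = 0.305 with an estimated correlation), and with library totals alone 13 fell and 2 rose, with a median of -0.42. Pancreatic ribonuclease Rnase1 went from 26530 ± 6390 to 1744 ± 439 CPM (SD), colipase Clps from 21050 ± 8290 to 1607 ± 431 CPM and carboxyl ester lipase Cel from 80150 ± 20800 to 8938 ± 2130 CPM. The acinar transcription factors Rbpjl (log2 -1.61 ± 0.18, SE) and Bhlha15 (-2.19 ± 0.25) fell, as 5 of 11 acinar identity regulators did (5 when adjusted over the list alone), whose median of -0.95 became 0.51 with library totals alone. Genes of the unfolded protein response fell as well (15 of 19, and 15 when adjusted over the list alone), among them Herpud1 (-2.47 ± 0.22) and Dnajb9 (-1.71 ± 0.14), with a median of -1.38 that became 0.03 with library totals alone (camera adjusted p = 9.9e-09, and adjusted p = 0.305 with an estimated correlation). Of islet genes 11 of 15 fell (12 when adjusted over the list alone), among them Gcg (-2.39 ± 0.32) and Pcsk1 (-2.30 ± 0.29) (camera adjusted p = 4.9e-06, and adjusted p = 0.341 with an estimated correlation).

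Of duct and metaplasia genes, 11 rose and 1 fell of 17 (11 and 1 when adjusted over the list alone). The keratin genes Krt8 (72.7 ± 0.587 to 1302 ± 319 CPM), Krt18 (log2 3.33 ± 0.31) and Krt19 (4.09 ± 0.43) and the claudin gene Cldn4 (6.57 ± 0.48) rose (camera adjusted p = 1.5e-04, and adjusted p = 0.443 with an estimated correlation). Of macrophage and monocyte genes 14 of 19 rose (14 when adjusted over the list alone), among them Cd14 (3.44 ± 0.26), the chemokine receptor gene Ccr2 (4.36 ± 0.66) and Fcer1g (3.16 ± 0.45) (camera adjusted p = 8.2e-07, and adjusted p = 0.305 with an estimated correlation). Of cytokine and chemokine genes 12 of 17 rose (12 when adjusted over the list alone). Their median log2 rise was 3.16, or 2.28 with the 5 genes of 0 to 3 untreated counts at their bound (camera adjusted p = 9.3e-06, and adjusted p = 0.305 with an estimated correlation). Ccl7 had 0 counts in untreated mice and was at least 87.3-fold higher against a floor of 3 counts over the group. Against 1 to 3 untreated counts, Ccl2 was higher by 105-fold (counting interval 35.7 to 507), Il1b by 17.3-fold (counting interval 3.05 to 687), Tnf by 11.2-fold (counting interval 3.07 to 93.6), the neutrophil receptor gene Csf3r by 42.6-fold (counting interval 11.7 to 352) and Timp1, an inhibitor of matrix proteases, by 193-fold (counting interval 53.3 to 1593). Among the named genes such ratios were larger for Chil3, a chitinase-like protein of macrophages, at 703-fold (counting interval 195 to 5806), Saa3, an acute phase protein, at 316-fold (counting interval 87.5 to 2611), Slc26a9 at 231-fold (counting interval 41.4 to 9124) and Sprr1a at 197-fold (counting interval 54.5 to 1627). Il1r1 did not pass (0.22 ± 0.33).

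NF-kB and innate receptor genes rose in part: 12 of 21 rose (12 when adjusted over the list alone), among them Nfkb2 (2.38 ± 0.35) and Relb (2.68 ± 0.40) (camera adjusted p = 2.6e-06, and adjusted p = 0.305 with an estimated correlation). Of immediate early genes 10 of 18 rose (10 when adjusted over the list alone), among them Junb (3.08 ± 0.43) and Ier3 (4.48 ± 0.60) (camera adjusted p = 3.5e-04, and adjusted p = 0.341 with an estimated correlation). Of matrix remodelling genes 16 of 26 rose (16 when adjusted over the list alone), among them the protease gene Plau (2.32 ± 0.33) (camera adjusted p = 2.1e-04, and adjusted p = 0.509 with an estimated correlation). Of p53 targets 14 of 23 rose (14 when adjusted over the list alone), among them Phlda3 (3.33 ± 0.32) and Bax (2.29 ± 0.23) (camera adjusted p = 2.8e-06, and adjusted p = 0.305 with an estimated correlation). Of interferon response genes 14 of 23 rose (16 when adjusted over the list alone), among them Oas1a (3.22 ± 0.51) (camera adjusted p = 5.0e-05, and adjusted p = 0.476 with an estimated correlation). All 17 genes of the acute pancreatitis signature used by the study rose, Lcn2 (6.30 ± 0.64) and Clic1 (2.42 ± 0.23) among them, and 17 did when adjusted over the list alone, which is not independent evidence because the study chose the list (camera adjusted p = 9.8e-14, and adjusted p = 0.305 with an estimated correlation). Of genes outside these lists, falls were large for Vmn2r8 (-5.33 ± 0.39), Tmed11 (-5.14 ± 0.30), Hamp2 (-5.09 ± 0.34), Fat3 (-4.99 ± 0.42) and the noncoding RNA Bc1 (-5.42 ± 1.09). By edgeR 2794 of 13950 genes passed, 1453 higher and 1341 lower, with adjusted p = 7.4e-06 for Krt8 and 1.8e-05 for Rnase1. Scaling by library totals alone shifted the median of all genes by 1.45 (log2), and 10515 genes then passed. Saa3 and Il1b failed with sex as a covariate and without untreated Ehmt2+/+ replicate 1 or 2, with edgeR's adjusted p at 0.0254 and 0.0427 in all libraries.

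In Ehmt2fl/fl mice (2 treated and 3 untreated, Pdx1-Cre) the response to caerulein covered more genes. Of the acinar digestive enzymes 33 of 34 fell (33 when adjusted over the list alone) (median log2 -3.60, or -1.27 with library totals alone, camera adjusted p = 2.5e-18, and adjusted p = 0.224 with an estimated correlation), with Rnase1 going from 23540 ± 6920 to 379 ± 68.8 CPM (SD), Clps from 19250 ± 4490 to 479 ± 10.5 CPM and Cel from 76470 ± 15300 to 2440 ± 346 CPM. The acinar transcription factors Bhlha15 (210 ± 15.0 to 4.92 ± 0.896 CPM), Rbpjl (109 ± 8.65 to 5.18 ± 1.01 CPM) and Nr5a2 (37.8 ± 2.16 to 9.20 ± 0.680 CPM) fell with 8 of 11 acinar identity regulators (8 when adjusted over the list alone), whose median of -1.79 became 0.41 with library totals alone. The regenerating protein genes Reg1 (log2 -3.66 ± 0.40, SE) and Reg3d (-3.85 ± 0.39) fell, 3 of 6 of their family in all (3 when adjusted over the list alone), with a median of -1.39 that became 0.83 with library totals alone. Other large falls were those of Agr2 (-7.46 ± 0.84), Sostdc1 (-6.87 ± 0.44), Hamp2 (-6.41 ± 0.48) and Serpini2 (-6.29 ± 0.39). All 9 tested erythroid genes fell (9 when adjusted over the list alone), among them Hba-a1 (-5.13 ± 0.84) and Alas2 (-5.02 ± 0.76) (camera adjusted p = 1.9e-04, and adjusted p = 0.386 with an estimated correlation). In the unfolded protein response 12 of 19 fell (12 when adjusted over the list alone), among them Sel1l (-2.94 ± 0.26) and Herpud1 (-2.88 ± 0.27), with a median of -1.37 that became 0.88 with library totals alone (camera adjusted p = 2.9e-05, and adjusted p = 0.336 with an estimated correlation).

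Inflammatory genes rose broadly. Of macrophage and monocyte genes 18 of 19 rose (18 when adjusted over the list alone), among them Cd14 (1.98 ± 0.280 to 44.1 ± 4.85 CPM), the scavenger receptor gene Msr1 (0.261 ± 0.144 to 33.1 ± 5.77 CPM) and Ccr2 (0.916 ± 0.313 to 73.6 ± 20.4 CPM) (camera adjusted p = 8.8e-09, and adjusted p = 0.224 with an estimated correlation). Of cytokine and chemokine genes 19 of 20 rose (19 when adjusted over the list alone), among them Ccl2 (log2 7.49 ± 0.54), Ccl9 (6.39 ± 0.57) and Il1rn (5.21 ± 0.51), with a median of 5.35, or 3.59 with the 10 genes of 0 to 3 untreated counts at their bound (camera adjusted p = 3.8e-07, and adjusted p = 0.224 with an estimated correlation). Il1b was at least 53.6-fold and the interferon-induced gene Slfn4 at least 237-fold higher, both against 0 untreated counts. Against 1 to 3 untreated counts, Tnf was higher by 37.3-fold (counting interval 6.59 to 1482), Ms4a4c by 654-fold (counting interval 117 to 25858), the scavenger receptor gene Marco by 262-fold (counting interval 89.5 to 1269.5) and the neutrophil chemokine receptor gene Cxcr2 by 94.3-fold (counting interval 26.0 to 779.8). Of neutrophil genes 10 of 11 rose (10 when adjusted over the list alone), among them Mmp9 (5.14 ± 0.58) and Csf3r (5.95 ± 0.78) (camera adjusted p = 0.0235, and adjusted p = 0.426 with an estimated correlation). Of NF-kB and innate receptor genes 20 of 21 rose (20 when adjusted over the list alone), among them Tlr4 (3.10 ± 0.29), Myd88 (2.21 ± 0.24) and Il1r1 (1.91 ± 0.33) (camera adjusted p = 2.0e-08, and adjusted p = 0.224 with an estimated correlation).

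Of interferon response genes 21 of 23 rose (21 when adjusted over the list alone), among them Oas1a (3.81 ± 0.43) and Irf7 (3.09 ± 0.49) (camera adjusted p = 3.1e-05, and adjusted p = 0.426 with an estimated correlation). Of matrix genes 19 of 28 rose (19 when adjusted over the list alone), among them Cd44 (4.61 ± 0.43), the urokinase receptor gene Plaur (5.26 ± 0.53) and Timp1 (6.51 ± 0.72) (camera adjusted p = 1.1e-05, and adjusted p = 0.470 with an estimated correlation). Of duct and metaplasia genes 11 rose and 2 fell of 18 (11 and 2 when adjusted over the list alone), the rises including Cldn4 (6.80 ± 0.40) and Krt8 (3.14 ± 0.26) (camera adjusted p = 0.00955, and adjusted p = 0.492 with an estimated correlation). Chil3 rose 345-fold and Sprr1a 279-fold. By edgeR 4858 of 14593 genes passed, 2725 higher and 2133 lower, with adjusted p = 5.2e-06 for Bhlha15 and 2.0e-06 for Cd14. Scaling by library totals alone shifted the median of all genes by 2.25 (log2), with 13210 genes passing, and Marco failed without treated replicate 2 (adjusted p = 0.0113 in all libraries).

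The responses of both genotypes were then compared. In all, 1074 genes rose and 1114 fell after caerulein in both genotypes, where independent lists would share 243 and 198 of 13468 genes, and 4 went in opposite directions (r = 0.82 and rho = 0.83 across genes). Another 2137 genes passed in Ehmt2fl/fl mice alone and 547 in Ehmt2+/+ mice alone, of which the direct test of the genotype by caerulein interaction found 82 and 20. That test found 169 genes by edgeR, 51 with a higher and 118 with a lower log2 response in Ehmt2fl/fl. More genes passed by DESeq2 and with library totals alone. Library totals shifted the median of this contrast upward by 0.80 (log2), so the balance of higher and lower may rest on the scaling. Genotype and sex coincided among the treated mice, and only 19 genes passed with sex as a covariate (1 higher and 18 lower) and 23 with the long-to-short gene balance as a covariate (1 and 22). The genes named from it here were chosen after their values were seen. The acinar transcription factors Rbpjl (-2.78 ± 0.28, SE, adjusted p = 0.00589), Bhlha15 (-3.23 ± 0.41, 0.00878) and Nr5a2 (-1.88 ± 0.20, 0.00589) fell further in Ehmt2fl/fl mice. The myeloid genes Mrc1 (2.38 ± 0.42), Itgb2 (2.21 ± 0.37) and Srgn (2.94 ± 0.52) rose further, as did Acsl4 (2.04 ± 0.28). The p53 targets Chek2 (-2.77 ± 0.48), Ccng1 (-1.69 ± 0.28) and Phlda3 (-1.87 ± 0.41) had a lower response in Ehmt2fl/fl mice, whose untreated level of Chek2 and Phlda3 was the higher one.

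The size of the response was compared gene by gene. Over the 2739 genes that passed in Ehmt2+/+ mice, the log2 response was larger in Ehmt2fl/fl mice by a median of 0.22 (jackknife SE 0.255 over 11 libraries), with 60.4% of genes larger. Over the 4329 genes that passed in Ehmt2fl/fl mice the median was 0.68 (SE 0.332), with 87.5% larger. Each selection favors its own genotype, and the first difference is within its SE. The SE pools the libraries of all groups in a single jackknife, with genes chosen anew each time, so it is only a rough guide. The first median was -0.0017 without untreated Ehmt2+/+ replicate 2 and 0.08 with sex as a covariate, but larger with library totals alone, as given below. The interaction count was 594 without untreated Ehmt2+/+ replicate 1, 10 without untreated Ehmt2+/+ replicate 2, 80 without untreated Ehmt2fl/fl replicate 2, 87 and 642 without treated Ehmt2+/+ replicates 3 and 4, and 11 and 23 without treated Ehmt2fl/fl replicates 1 and 2. Rbpjl and Nr5a2 passed whichever library was left out and, like Bhlha15, with sex or the long-to-short balance as a covariate. Mrc1, Itgb2, Srgn, Acsl4, Chek2 and Ccng1 failed with either covariate. Chek2, Ccng1 and Mrc1 failed without untreated Ehmt2+/+ replicate 2 or either treated Ehmt2fl/fl library, Itgb2 and Acsl4 without that untreated library or treated Ehmt2fl/fl replicate 1, Srgn without any of these or untreated Ehmt2fl/fl replicate 2, and Bhlha15 without treated Ehmt2fl/fl replicate 1.

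After caerulein, Ehmt2fl/fl and Ehmt2+/+ mice were compared within Pdx1-Cre (2 and 4 animals). Cldn18 stood out, going from 1.60 ± 1.05 to 259 ± 42.3 CPM (SD). The matrix metalloproteinase gene Mmp7 went from 1.43 ± 0.664 to 66.6 ± 8.95 CPM, and Ankrd1, a target of YAP signaling, from 0.555 ± 0.385 to 14.8 ± 2.16 CPM. The soluble pattern recognition gene Ptx3 rose 32.5-fold and AV064505 50.8-fold. The acinar program was lower in Ehmt2fl/fl. Of the identity regulators 6 of 11 fell (7 when adjusted over the list alone), among them Rbpjl (74.0 ± 10.2 to 8.94 ± 1.73 CPM), Bhlha15 (77.7 ± 22.8 to 8.49 ± 1.56 CPM) and Nr5a2 (50.6 ± 4.62 to 15.9 ± 1.14 CPM) (camera adjusted p = 1.6e-07, and adjusted p = 0.166 with an estimated correlation). Of the digestive enzymes 2 rose and 20 fell of 34 (2 and 27 when adjusted over the list alone), with Rnase1 (log2 -2.23 ± 0.39, SE), Cel (-1.91 ± 0.34) and Prss2 (-1.59 ± 0.32) lower (camera adjusted p = 2.4e-11, and adjusted p = 0.230 with an estimated correlation). The 2 that rose were Prss3, from 902 ± 160 to 10670 ± 1200 CPM, and Prss1, from 322 ± 25.1 to 3615 ± 492 CPM, whose reads cannot be assigned with certainty among copies. Of the Reg family 4 of 6 fell (5 when adjusted over the list alone), among them Reg2 (-3.61 ± 0.67), Reg1 (-1.84 ± 0.36) and Reg3b (-3.15 ± 0.86) (camera adjusted p = 6.0e-05, and adjusted p = 0.230 with an estimated correlation). Sostdc1 (-4.58 ± 0.52) and the zinc transporter gene Slc30a2 (-3.81 ± 0.28) fell too.

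Innate immune and matrix genes were higher in Ehmt2fl/fl. Of macrophage and monocyte genes 12 of 19 rose (15 when adjusted over the list alone), among them the mannose receptor gene Mrc1 (22.5 ± 6.64 to 96.3 ± 8.21 CPM), Cd14 (1.37 ± 0.20) and Ccr2 (2.07 ± 0.48) (camera adjusted p = 2.6e-10, and adjusted p = 0.166 with an estimated correlation). Of neutrophil genes 7 of 11 rose (9 when adjusted over the list alone), among them Trem1 (3.40 ± 0.67) and Mmp9 (2.59 ± 0.50) (camera adjusted p = 8.9e-08, and adjusted p = 0.191 with an estimated correlation). Of cytokine and chemokine genes 10 of 22 rose (13 when adjusted over the list alone), among them Cxcl2 (3.47 ± 0.39), Il1rn (3.18 ± 0.42) and Il1b (2.58 ± 0.48) (camera adjusted p = 4.9e-07, and adjusted p = 0.191 with an estimated correlation). Of matrix remodelling genes 13 of 28 rose (19 when adjusted over the list alone), among them the collagen receptor gene Itga2 (2.78 ± 0.28) (camera adjusted p = 3.8e-11, and adjusted p = 0.230 with an estimated correlation). Of liver-type secreted proteins 5 of 13 rose (6 when adjusted over the list alone), among them Proc (3.82 ± 0.40), Ambp (2.37 ± 0.34) and Gc (2.06 ± 0.25) (camera adjusted p = 1.3e-06, and adjusted p = 0.166 with an estimated correlation), and the acute phase gene Fga rose from 0.0320 ± 0.0374 to 3.78 ± 1.12 CPM. Il1rap (1.37 ± 0.18), Il1r1 (1.13 ± 0.22), Klf6 (1.29 ± 0.24) and Dusp1 (1.67 ± 0.28) rose among the signaling lists. The imprinted gene Mest fell (-2.41 ± 0.36) with Cdkn1c (-1.66 ± 0.26), while Peg3 rose (1.62 ± 0.24). Of genes the study named, Spp1 rose (1.38 ± 0.29), and Apoe (0.37 ± 0.43) and Dclk1 (0.05 ± 0.28) did not pass. Of T and NK cell genes 0 of 14 passed by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2), with a median of -0.69 that became 0.12 with library totals alone.

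By edgeR 1075 of 15174 genes passed, 639 higher and 436 lower in Pdx1-Cre Ehmt2fl/fl, with adjusted p = 2.4e-04 for Cldn18, 2.4e-04 for Prss3 and 0.00156 for Rbpjl. Genotype and sex coincided in this comparison, and with sex as a covariate, estimable from the other groups, 336 genes passed. Reg1, Reg2, Reg3b, Cd14, Ccr2, Il1b, Trem1, Ambp, Fga, Spp1, Cdkn1c, Il1r1, Klf6 and Dusp1 failed with that covariate. The count was 162 without Ehmt2fl/fl replicate 1 and 561 without Ehmt2fl/fl replicate 2. Reg2, Reg3b, Rnase1, Cel, Reg1 and Prss2 failed without either of these, Ccr2, Il1b, Trem1, Mmp9, Spp1, Cdkn1c and Il1r1 without the first, Klf6 without the second, and Reg3b also without Ehmt2+/+ replicate 1. Library totals alone shifted the median of all genes by 0.87 (log2), with 5214 genes passing.

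With P48-Cre (3 Ehmt2fl/fl and 2 Ehmt2+/+ mice after caerulein) 3 of the 5 leading rises were also among the 5 leading ones with Pdx1-Cre. Cldn18 went from 1.28 ± 0.101 to 371 ± 76.8 CPM (SD) and Mmp7 from 0.604 ± 0.242 to 119 ± 77.9 CPM, and AV064505 rose 193-fold. Gpa33, an antigen of intestinal epithelium, went from 0.165 ± 0.110 to 10.6 ± 5.59 CPM and Cblif, the gastric intrinsic factor gene, from 0.189 ± 0.144 to 10.6 ± 8.91 CPM. Both passed with Pdx1-Cre as well (log2 6.30 and 5.21). The acinar regulators Bhlha15 (88.5 ± 45.4 to 7.56 ± 1.67 CPM), Rbpjl (77.9 ± 23.7 to 12.8 ± 4.02 CPM) and Nr5a2 (71.2 ± 0.960 to 23.0 ± 3.24 CPM) fell with 5 of 11 of their list (6 when adjusted over the list alone, camera adjusted p = 8.2e-09, and adjusted p = 0.171 with an estimated correlation). Of the digestive enzymes 2 rose and 10 fell of 34 (2 and 11 when adjusted over the list alone), with Ctrc (log2 -3.20 ± 0.64, SE), Cela2a (-2.96 ± 0.57), Rnase1 (-1.95 ± 0.36) and Prss2 (-1.03 ± 0.31) lower and Prss3 (606 ± 199 to 9485 ± 604 CPM) and Prss1 (202 ± 50.4 to 2920 ± 888 CPM) higher. Their median of -0.61 became 0.16 with library totals alone (camera adjusted p = 1.3e-05, and adjusted p = 0.468 with an estimated correlation). Sostdc1 (-4.16 ± 0.45), Brsk2 (-3.87 ± 0.29) and Eno1b (-3.40 ± 0.88) fell.

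Innate immune genes were again higher. Of neutrophil genes 9 of 10 rose (10 when adjusted over the list alone), among them the calprotectin genes S100a8 (0.956 ± 0.119 to 19.1 ± 11.1 CPM) and S100a9 (1.04 ± 0.373 to 21.4 ± 10.2 CPM) and Trem1 (4.12 ± 0.91) (camera adjusted p = 9.5e-07, and adjusted p = 0.171 with an estimated correlation). Of macrophage and monocyte genes 8 of 19 rose (15 when adjusted over the list alone), among them Ccr2 (2.81 ± 0.59), Tyrobp (1.94 ± 0.43), Fcer1g (1.88 ± 0.41) and Cd14 (1.26 ± 0.23) (camera adjusted p = 6.4e-09, and adjusted p = 0.171 with an estimated correlation). Of cytokine and chemokine genes 8 of 22 rose (12 when adjusted over the list alone), among them Il1rn (3.85 ± 0.54), Cxcl2 (3.10 ± 0.51) and Il1b (2.71 ± 0.60) (camera adjusted p = 1.6e-06, and adjusted p = 0.221 with an estimated correlation). Of integrated stress response genes 6 of 14 rose (6 when adjusted over the list alone), among them Trib3 (2.09 ± 0.31), Ddit3 (1.32 ± 0.19) and Chac1 (1.49 ± 0.27) (camera adjusted p = 9.5e-07, and adjusted p = 0.171 with an estimated correlation). Of p53 targets 3 of 23 rose (3 when adjusted over the list alone), namely Phlda3 (1.12 ± 0.23), Ddit4l (2.83-fold) and Cdkn1a (1.19 ± 0.31) (camera adjusted p = 0.0284, and adjusted p = 0.468 with an estimated correlation). The duct genes Cldn4 (2.32 ± 0.42) and Car2 (1.72 ± 0.28), the AP-1 genes Atf3 (2.05 ± 0.32) and Maff (1.76 ± 0.26), Itga2 (2.81 ± 0.35), and the liver-type genes Proc (4.21 ± 0.51) and Gc (2.39 ± 0.31) rose. Of adipocyte genes 0 of 11 passed by edgeR (6 when adjusted over the list alone, 6 at an unadjusted p under 0.05, 4 by DESeq2), with a median of -2.49 (camera adjusted p = 0.00976, and adjusted p = 0.468 with an estimated correlation). This median rests largely on Ehmt2+/+ replicate 2, in which Adipoq was 13.5 CPM and Cfd 70.9 CPM. Replicate 1 had 1.86 and 8.02 CPM, against 0.473 to 1.47 and 5.54 to 7.39 CPM in Ehmt2fl/fl. Fabp4 differed less, at 31.7 CPM in replicate 1 and 36.9 CPM in replicate 2. Spp1 rose (1.17 ± 0.34), and Apoe (0.41 ± 0.47) and Dclk1 (-0.08 ± 0.30) did not pass.

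By edgeR 879 of 14752 genes passed with P48-Cre, 592 higher and 287 lower in Ehmt2fl/fl, with adjusted p = 7.2e-04 for Cldn18, 0.00200 for Bhlha15 and 0.0251 for S100a8. The count was 519 without Ehmt2+/+ replicate 1, 94 without Ehmt2+/+ replicate 2 and 534 without Ehmt2fl/fl replicate 2. Cldn18, Mmp7, AV064505, Sostdc1, Brsk2, Bhlha15, Prss3, Prss1, Nr5a2, Rbpjl, Itga2, Proc, Gc, Trib3 and Ddit3 passed whichever library was left out, and the other named genes that had passed failed without Ehmt2+/+ replicate 2. Cd14, Ccr2, Fcer1g, Il1b, S100a8, S100a9, Trem1, Chac1, Cldn4, Spp1, Prss2, Cdkn1a and Eno1b also failed without Ehmt2+/+ replicate 1, Prss2 and Eno1b without any Ehmt2fl/fl library, Cdkn1a without Ehmt2fl/fl replicate 1 or 2, Spp1 without Ehmt2fl/fl replicate 2 or 3, and S100a9 without Ehmt2fl/fl replicate 3. Spp1 also failed with sex as a covariate, and Spp1, S100a9 and Phlda3 with the long-to-short balance. With library totals alone the median of all genes shifted by 0.79 (log2), and 4782 genes passed. The make-up of the libraries differed by genotype here. Genes resembling ribosomal RNA held 35.6% and 33.0% of counts in Ehmt2+/+ but 15.8%, 14.3% and 18.2% in Ehmt2fl/fl, and mitochondrial genes 1.17% and 0.859% against 1.37%, 1.43% and 1.72%. Ehmt2fl/fl replicate 3 stood apart, with a long-to-short balance of -0.87 (log2, against -0.36 to 0.06 in the other 4 libraries) and a lowest correlation of 0.889 within its group. With that balance as a covariate 634 genes passed, whereas the share of ribosomal RNA was not modeled, so these calls are not separated from differences in library make-up.

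Over both drivers together (5 Ehmt2fl/fl and 6 Ehmt2+/+ mice, driver as a covariate) Cldn18, a set of trypsinogens and myeloid genes were higher and acinar regulators lower in Ehmt2fl/fl after caerulein. Cldn18 (ENSMUSG00000032473.13, chromosome 9, 99689461 to 99717267) rose 207-fold (log2 7.69 ± 0.40, SE). Prss3 (chromosome 6, 41373814 to 41377678) rose 13.5-fold and Prss1 (chromosome 6, 41458932 to 41463786) 12.7-fold, subject to the shared reads of their cluster, while Prss2 fell (log2 -1.33 ± 0.24). Of the acinar identity regulators 7 of 11 fell (7 when adjusted over the list alone), with Bhlha15 at -3.36 ± 0.27, Rbpjl at -2.84 ± 0.23 and Nr5a2 at -1.65 ± 0.11 (camera adjusted p = 8.3e-09, and adjusted p = 0.115 with an estimated correlation). Of macrophage and monocyte genes 14 of 19 rose (14 when adjusted over the list alone), among them Mrc1 (1.70 ± 0.22) and Cd14 (1.32 ± 0.14) (camera adjusted p = 3.6e-11, and adjusted p = 0.115 with an estimated correlation), of neutrophil genes 9 of 10 rose (10 when adjusted over the list alone) (camera adjusted p = 1.1e-08, and adjusted p = 0.115 with an estimated correlation), of matrix remodelling genes 14 of 28 rose (14 when adjusted over the list alone), among them Itga2 (2.79 ± 0.21) (camera adjusted p = 8.2e-09, and adjusted p = 0.256 with an estimated correlation), and of cytokine and chemokine genes 13 of 21 rose (13 when adjusted over the list alone), among them Cxcl2 (3.33 ± 0.30) and Il1rn (3.49 ± 0.34) (camera adjusted p = 4.9e-08, and adjusted p = 0.115 with an estimated correlation).

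No gene of the endothelial, lymphoid or fibroblast lists passed by edgeR. Of endothelial genes 0 of 11 passed by edgeR (0 when adjusted over the list alone, 1 at an unadjusted p under 0.05, 0 by DESeq2), with a median of -0.22 that became 0.63 with library totals alone and with Tek at -0.45 ± 0.15 and Pecam1 at -0.39 ± 0.20 (camera adjusted p = 0.127). Of T and NK cell genes 0 of 14 passed by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2), with a median of -0.79 that became 0.04 with library totals alone (camera adjusted p = 0.0962). Of B and plasma cell genes 0 of 14 passed by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2), with a median of -0.86 (camera adjusted p = 0.0923), and of fibroblast genes 0 of 15 passed by edgeR (0 when adjusted over the list alone, 4 at an unadjusted p under 0.05, 1 by DESeq2), with Lum at -0.99 ± 0.17 (camera adjusted p = 0.885). Proc (4.00 ± 0.30), Ambp (2.34 ± 0.25) and Gc (2.22 ± 0.19) rose among liver-type genes and Lcn2 (2.39 ± 0.31) among acute phase genes. Within duct and metaplasia genes, 7 rose and 2 fell of 18 (7 and 2 when adjusted over the list alone), with Spp1 higher (1.28 ± 0.21) and the mucin gene Muc1 lower (-1.87 ± 0.31, camera adjusted p = 0.00978, and adjusted p = 0.578 with an estimated correlation). Apoe (0.39 ± 0.30) and Dclk1 (-0.01 ± 0.19) did not pass.

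**Figure D3:**
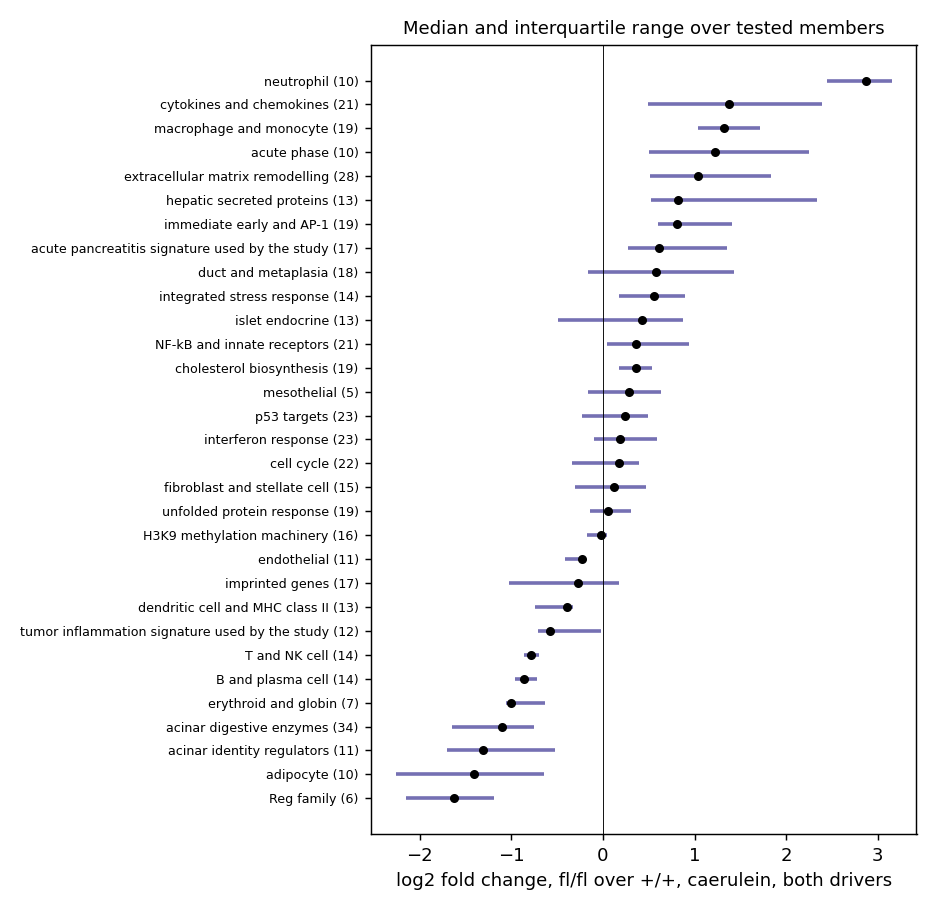
Median (point) and interquartile range (line) of the log2 difference, Ehmt2fl/fl over Ehmt2+/+, after caerulein over both drivers for each gene list with at least 4 tested members (number in parentheses), sex-linked genes left out. Of the lists shown, the neutrophil list lies highest at 2.88 and the Reg family lowest at -1.62; with library totals alone, which add about 0.83 to every gene, the endothelial, T and NK cell, imprinted, dendritic cell, H3K9 methylation and tumor inflammation lists change sign.

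By edgeR 1166 of 14440 genes passed over both drivers, 768 higher and 398 lower, with adjusted p = 6.0e-06 for Cldn18 and 2.7e-05 for Nr5a2, and library totals alone shifted the median of all genes by 0.83 (log2), with 4540 genes passing. Taken driver by driver, 371 genes were higher and 182 lower with both, where independent lists would share 23.7 and 8.18 (one-sided Fisher exact p = 2.0e-222 across genes for the lower ones), and 2 went in opposite directions. The lower ones include the 3 genes resembling ribosomal RNA, Gm42418 (log2 -1.29 with Pdx1-Cre and -1.85 with P48-Cre), AY036118 (-1.28 and -1.85) and CT010467.1 (-1.29 and -1.86), named after their values were seen. With Pdx1-Cre their share of counts was 22.4% to 39.6% in Ehmt2+/+ and 19.2% and 24.7% in Ehmt2fl/fl. The log2 differences of all genes correlated across drivers (r = 0.73 and rho = 0.54 across genes, which are not independent replicates). The test of the genotype by driver interaction passed for 0 genes by edgeR, with 702 at an unadjusted p under 0.05 and 2 by DESeq2, and its smallest adjusted p was 0.848. The overlap of 553 genes was 140 and 330 without Pdx1-Cre Ehmt2fl/fl replicates 1 and 2, 314 and 82 without P48-Cre Ehmt2+/+ replicates 1 and 2, and 222 with sex as a covariate.

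**Figure D4:**
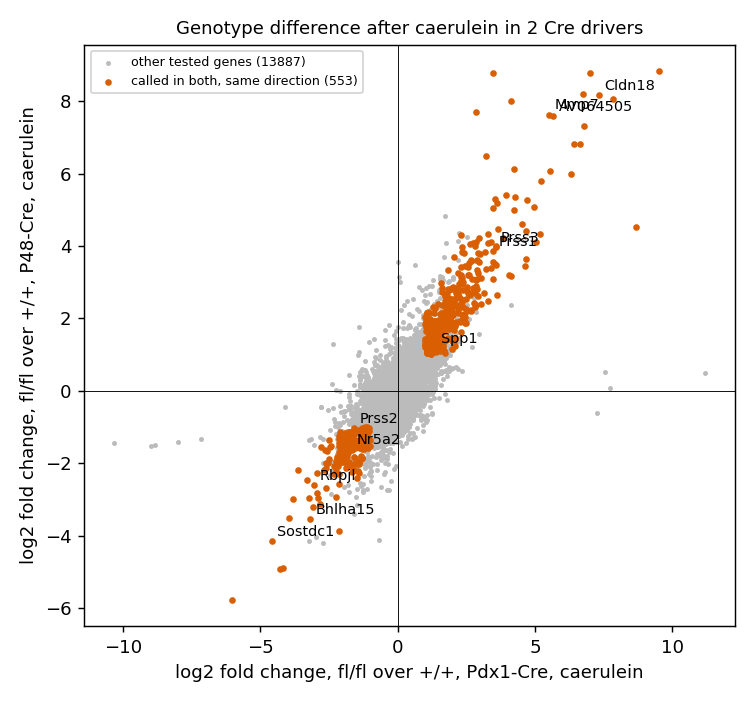
Each point is a gene, at its log2 difference between Ehmt2fl/fl and Ehmt2+/+ after caerulein with Pdx1-Cre (horizontal axis) and P48-Cre (vertical axis), and orange marks the 553 genes that passed in the same direction with both drivers. Cldn18 lies at 7.32 and 8.17, and Sostdc1 at -4.58 and -4.16.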

Values the study reported

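The study used an FDR under 0.1 and a fold change of at least 2. It reported 143 genes that differed between genotypes in YA pancreas alone, 125 in PN pancreas alone, and 26 at both ages. For caerulein against no treatment it reported 5,263 genes over both genotypes, of which 1,812 were shared, 764 of them higher and 1,048 lower. It gave 1,838 genes as higher in Ehmt2fl/fl animals alone and 189 in Ehmt2+/+ animals alone, and 1,283 and 142 as lower in them alone. Between genotypes after caerulein it reported 954 genes with Pdx1-Cre and 775 with P48-Cre, of which 486 were shared, 347 higher and 139 lower.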

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

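The tests of explanations in this part were written before their results, but after the CPM of the trypsinogen cluster were seen its 12 members, the YA comparison for their sum and the choice of 2 comparisons for the neighboring genes were decided. Of 98 named values in the group of 4 animals, 2 lay far from the other 3, and chance gives about 1 in 20. Cldn18 was 3.16 CPM in caerulein-treated Pdx1-Cre Ehmt2+/+ replicate 2, against 0.925 to 1.24 CPM in the others. Reg3b was 5796 CPM in replicate 1, against 1798 to 2383 CPM in the others.

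The genotype difference changed with age, by the edgeR interaction test, for 4 genes of the trypsinogen cluster. The log2 change was 4.83 ± 0.58 (SE) for Gm10334, 4.23 ± 0.53 for Gm5771, 3.59 ± 0.50 for Prss1 and 3.52 ± 0.48 for Prss3. The number of genes ranged from 0 to 148 as single libraries were left out. The response to caerulein differed between genotypes for 169 genes, and for 10 to 642 genes as single libraries were left out, 10 without untreated Ehmt2+/+ replicate 2 and 642 without treated Ehmt2+/+ replicate 4. With sex as a covariate, which coincides with genotype among the treated mice, it differed for 19 genes. It was lower in Ehmt2fl/fl for Sostdc1 (-4.21 ± 0.50), Bhlha15 (-3.23 ± 0.41), Rbpjl (-2.78 ± 0.28), Nr5a2 (-1.88 ± 0.20), Chek2 (-2.77 ± 0.48), Phlda3 (-1.87 ± 0.41) and Ccng1 (-1.69 ± 0.28), and for the trypsinogens 1810009J06Rik (-6.79 ± 0.95) and Gm2663 (-5.31 ± 0.67), whose reads are shared among copies and whose untreated level was higher in Ehmt2fl/fl (374 against 3.44 CPM and 167 against 7.81 CPM). It was higher for Srgn (2.94 ± 0.52), Mrc1 (2.38 ± 0.42), Itgb2 (2.21 ± 0.37), Tlr4 (2.13 ± 0.42) and Acsl4 (2.04 ± 0.28).

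Prss1, Prss3, Gm5771 and Gm10334 were higher in Ehmt2fl/fl in YA and in both caerulein comparisons. In YA 1810009J06Rik (log2 6.76) and Gm2663 (4.42) were higher too, and the 6 genes together gained 57515 CPM, but these did not pass after caerulein with Pdx1-Cre (log2 -0.06 and -0.91) or P48-Cre (0.94 and 0.18). A candidate explanation is that reads moved between near-identical copies, and the summed CPM of the 12 cluster genes changed by a log2 value of 0.38 ± 0.305 (SE) in YA. A bound of 0.5 on that sum could not have spoken against it, since the sum would change by only 0.25 had the genes that passed risen and the others kept their level. The CPM lost by the other copies came to -36076 in YA, a gain, but to 63710 with Pdx1-Cre and 34057 with P48-Cre after caerulein, where the genes that passed gained 20961 and 18337 CPM, so the explanation stays open. Another is other DNA of the region, since 1 of 47 neighbors within 5 Mb passed in YA (one-sided Fisher exact p = 0.131) and 5 of 59 over both drivers (p = 0.519). Neither these nor an effect of Ehmt2 on the cluster can be told apart, because the copies share reads and few neighbors were tested.

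Myeloid, cytokine and matrix genes were higher in Ehmt2fl/fl after caerulein, while the T and NK cell list had a median of -0.79 and the B and plasma cell list -0.86 over both drivers, with no gene passing. A lower share of acinar cells would raise other cell types alike, but the endothelial list had a median of -0.22 over both drivers (0.63 with library totals alone), against 1.32 for the macrophage list with a lower quartile of 1.04, which argues against it as the whole cause. The islet list (0.42, upper quartile 0.88) and the duct list (0.58, upper quartile 1.43) leaned upward, so a part of the rise stays open to it. Unequal sex of the animals is argued against as the whole cause, since 911 of 1166 genes (78.1%) passed in the same direction with sex as a covariate, and 37 of 49 in the macrophage, neutrophil, cytokine and matrix lists, counted after the data were seen. With P48-Cre alone 20 of 33 of these were kept, but with Pdx1-Cre alone, where sex and genotype coincide, 7 of 41, so for that driver alone sex is not excluded. An influx of myeloid cells and a higher level per cell may both contribute and were not tested.

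DNA carried along with the floxed allele on chromosome 17 could alter genes near Ehmt2. Within 20 Mb of it 44 of 500 genes passed over both drivers (8.80%, against 8.05% elsewhere, one-sided Fisher exact p = 0.295), which leaves this open because the test misses its threshold without excluding a small excess.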

How the results depend on the processing

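Scaling by library totals and the balance of long against short genes were chosen after the data were seen. No paired analysis was possible because the labels carry no pairing and replicate numbers follow the order of deposit. Animal numbers fall in separate blocks by genotype at PN day 10, in YA mice and after caerulein. A shared origin of the animals within a genotype can thus not be excluded. Where a library left out leaves 1 sample in a group, that sample is assumed to vary like the other groups. RLE factors, no expression filter and normalization without enzyme and mitochondrial genes kept each count of genes within 1.5 times its value. Of 321 named values, 297 kept their call and direction and 24 gained a call by DESeq2, 304 kept theirs and 17 lost it at an FDR under 0.05, and 318 kept theirs with RLE factors. With sex as a covariate 243 of 274 kept theirs and 25 lost it, with library totals 280 kept theirs, 24 lost it and 2 reversed, and with the long-to-short balance 293 kept theirs and 12 lost it, Cela3a at PN day 10, Fat3 in YA and Marco among them. Leaving out single libraries, 215 of 2089 values lost their call.

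By DESeq2, 209 genes passed at PN day 10, 170 in YA, 52 for the age interaction, 560 for the caerulein interaction and 2 for the driver interaction, and 35 were shared by both ages. In models of the compared groups alone 72 passed in YA and 507 with P48-Cre, and 335 were shared by both drivers. At an FDR under 0.05, 57 passed at PN day 10, 72 for the caerulein interaction and 537 with P48-Cre, 9 were shared by the ages and 351 by the drivers. With sex as a covariate 73 passed in YA, 19 for the caerulein interaction and 336 with Pdx1-Cre after caerulein, and 222 were shared by the drivers. With an estimated correlation 0 lists passed by camera in each of the 6 comparisons.

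Scaling by library totals gave 10515 genes for caerulein in Ehmt2+/+, 13210 in Ehmt2fl/fl, 2097 for the interaction, 5214 with Pdx1-Cre, 4782 with P48-Cre and 4540 over both drivers, with 10194 shared by the caerulein responses and 2814 by the drivers, and a median response difference of 0.84. It reversed 2 named values in Ehmt2fl/fl after caerulein, Ehmt2 at 2.02 and Nr5a2 at 0.22 (log2), because it shifts all genes by 2.25. With the long-to-short balance as a covariate 261 genes passed at PN day 10, 325 in YA, 70 for the age interaction and 23 for the caerulein interaction, and 39 were shared by the ages. The cause of these changes was not tested apart from this shift and the fewer samples, stricter threshold or other test each alternative brings.

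Leaving out single libraries, the counts ranged from 32 to 584 at PN day 10, 9 to 277 in YA, 2177 to 3135 for caerulein in Ehmt2+/+, 4431 to 4820 in Ehmt2fl/fl, 162 to 1195 with Pdx1-Cre, 94 to 752 with P48-Cre and 977 to 1223 over both drivers. They ranged from 0 to 148 for the age interaction, 10 to 642 for the caerulein interaction and 0 to 0 for the driver interaction. Shared genes ranged from 3 to 27 for the ages, 1541 to 2477 for caerulein and 82 to 576 for the drivers. The response difference ranged from -0.0017 to 0.26 and reversed without untreated Ehmt2+/+ replicate 2. Lists ranged from 8 to 18 at PN day 10, 14 to 16 in YA, 15 to 17 and 18 to 20 for caerulein in Ehmt2+/+ and Ehmt2fl/fl, 15 to 18 with Pdx1-Cre and 16 to 21 with P48-Cre. In data simulated at these group sizes of 2 to 4 animals, 8% to 36% of 2-fold and 70% to 98% of 4-fold changes were recovered, and over both drivers, with 5 and 6 animals, 36% to 42% and 84% to 88%. Simulated genes varied independently and without structure among samples, so recovery in the real libraries may differ.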

Other observations

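The tests of other splits were written before their results. Lists not described above gave these values over both drivers after caerulein. Of adipocyte genes 2 of 10 fell, Plin1 (log2 -3.42 ± 0.95, SE) and Car3 (-3.48 ± 1.02) (camera adjusted p = 0.0322, and adjusted p = 0.578 with an estimated correlation), and both failed without P48-Cre Ehmt2+/+ replicate 2, in which Plin1 was 9.64 CPM and Car3 71.4 CPM, against 1.39 and 5.50 CPM in replicate 1. Of imprinted genes 1 rose and 5 fell of 17 (1 and 5 when adjusted over the list alone) (camera adjusted p = 0.115). Of interferon response genes 2 of 23 rose (2 when adjusted over the list alone), Oas1g (1.84 ± 0.38) and Oas1a (2.83-fold). Of cell cycle genes 0 of 22 passed by edgeR (0 when adjusted over the list alone, 6 at an unadjusted p under 0.05, 0 by DESeq2), with Mcm6 at 0.50 ± 0.11. Of cholesterol biosynthesis genes 0 of 19 passed by edgeR (0 when adjusted over the list alone, 8 at an unadjusted p under 0.05, 0 by DESeq2) (camera adjusted p = 0.00318, and adjusted p = 0.578 with an estimated correlation). Of dendritic cell genes 0 of 13 passed by edgeR (0 when adjusted over the list alone, 2 at an unadjusted p under 0.05, 0 by DESeq2). Of mesothelial genes 0 of 5 passed by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2).

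The intestinal gene Vil1 (2.12 ± 0.39) rose, 1 of 2 tested of its list, and the germline gene Asz1 (3.73 ± 0.54) was the 1 tested of its list. The 1 tested mast cell gene had a log2 value of -0.44 and the tuft cell gene Dclk1 -0.01 ± 0.19. No skeletal muscle gene was tested there, and at PN day 10 the median of 2 was -0.93. Of the tumor inflammation signature used by the study 0 of 12 passed by edgeR (0 when adjusted over the list alone, 2 at an unadjusted p under 0.05, 0 by DESeq2), with Psmb10 at -0.74 ± 0.15 and Cmklr1 at 0.94 ± 0.28, which is not independent evidence. Of sex-linked genes 0 of 5 passed by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 3 by DESeq2).

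At PN day 10, 90 genes and 18 lists passed, and the highest of the other splits of the 6 libraries gave 1860 genes and 18 lists. For each, 2 of the 10 splits were as large, the real one included, and 10 splits are too few for a share under 0.05. The split with 1860 genes set Ehmt2+/+ replicate 1 and Ehmt2fl/fl replicates 1 and 3 against the others and followed the long-to-short gene balance, which points to a structure of the samples other than genotype. With that balance as a covariate 261 genes passed. After caerulein over both drivers 1166 genes passed, against at most 91 in the other splits of the labels within driver. Of the 100 drawn of 150 only the real split was as large, so the share could not fall below 1 in 100. The splits argue against chance without excluding it. They do not separate genotype from sex, which coincide among the treated Pdx1-Cre mice.

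The number of genes that passed in YA alone was 30. That is lower than the value quoted from the study above. The number at PN day 10 alone was 75. That is lower than the value quoted from the study above. The number shared by both ages was 15. That is lower than the value quoted from the study above. By DESeq2, 170 genes passed in YA, 209 at PN day 10 and 35 at both. The number at PN day 10 alone and the shared number would then lie above the values quoted, so their direction depends on the test. The authors' deposited table holds 169 genes in YA and 151 at PN day 10 at an FDR under 0.05, and 202 and 185 at an FDR under 0.1. The totals at 0.05 equal those quoted for each age, although the stated threshold is 0.1, so thresholds are not known to match here. After caerulein, 379 genes rose in Ehmt2+/+ and were not called higher in Ehmt2fl/fl, including genes tested in Ehmt2+/+ only or lower in Ehmt2fl/fl, which the 547 above leave out. That is higher than the value quoted from the study above. In the same animals 227 genes fell in Ehmt2+/+ and were not called lower in Ehmt2fl/fl, counted in the same way. That is higher than the value quoted from the study above. The authors' deposited table holds 954 genes that rose and 1193 that fell in Ehmt2+/+ at an FDR under 0.05, and 1151 and 1280 at an FDR under 0.1. The totals at 0.05 lie nearer to those quoted, so thresholds are not known to match for caerulein either.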
